A study of Drosophila melanogaster with 6 samples.

How the data were processed

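Transcript levels were measured by RNA sequencing in the larval central nervous system of Drosophila melanogaster, per the labels' protocols. Each sample held the RNA of 15 central nervous systems from third-instar larvae at 84 h AEL, reared at 25 °C. The labels describe 3 control samples, which carried the RNAi transgene against dSET2 without a driver, and 3 knockdown samples, in which the elav-C155 GAL4 driver expressed the RNAi transgene in neurons. dSET2 is the gene Set2, which encodes a histone H3 lysine 36 methyltransferase.

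The values used here came from 2 tables of the authors' own comparison between the groups, an edgeR table and a DESeq2 table, each with the same 34115 RefSeq transcripts. Per the file headers, the DESeq2 table gives for each transcript a base mean, which is a signal: the mean over libraries of read counts that the authors divided by size factors. Per the file headers, both tables give the authors' log2 fold change between groups, the DESeq2 table its standard error, and the edgeR table the log2 CPM (counts scaled to a common library total) averaged over libraries. The deposited Wald statistic and F statistic are each a test score, and both tables hold the authors' p-values, unadjusted and adjusted. The aligner, the counting tool, the genome build, the versions of edgeR and DESeq2 that the authors ran, the treatment of reads shared between transcripts and the group in the numerator of the fold change are stated neither in the headers nor in the labels. The tables hold no values per sample, and the number of columns of per-sample values left out was 0.

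The tests planned before the data were examined called for an edgeR quasi-likelihood test on read counts, with the authors' deposited values in its place where no values per sample could be used. The authors' edgeR table was therefore the main result and their DESeq2 table an alternative. No differential test was rerun here. Transcripts were called at an adjusted p-value under 0.05. The genes named are Set2, then the 5 transcripts with the largest rise and the 5 with the largest fall among the calls with at least 5 CPM, then any called member of a list of calcium-signalling genes. The part of that rule that asks for no overlap between the groups' values could not be applied. Features named outside the rule were chosen after their values were seen.

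The low base means were examined for the value of a single read. A search over base means up to 0.5 returned the smallest set of steps whose whole-number sums give every value. The steps were refined by least squares over base means up to 5, and each base mean up to 30 was then written as whole reads in each library, with a tolerance of 2.000e-08. Each size factor was taken as 1 over the product of the step and the number of libraries. Intervals on decoded counts are exact Poisson intervals at the 95% level, and floors are the normalized value of 3 reads. Both cover counting error only. Decoding gave reads for transcripts up to base mean 30 and not for the higher ones, and the libraries carry no labels, so no count model was fitted to them. Reads of Set2 were compared between pairs of libraries by two-sided exact binomial tests with the libraries' size factors as the expected ratio, adjusted by the Benjamini-Hochberg method over the 6 pairs. Such a test compares those libraries, not the conditions.

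The denominator degrees of freedom of the F-test were recovered numerically from the F statistic and p-value of each transcript with F between 3 and 12, which gave the minimum and median. The search for transcripts with fewer than 10 denominator degrees of freedom covered every transcript with F of at least 3, with no upper limit. In simulated base means for 15342 transcripts, the step search returned 4 steps for 4 libraries and 6 steps for 6 libraries. With the size factors of the deposited table, a case added after the next one was seen, 100% of 1000 simulated transcripts had exactly 1 set of reads and that set was the true one. With another random set of size factors, 79.5% of 1000 transcripts had exactly 1 set, and the true reads were among the sets for 100%, so that uniqueness depends on the size factors. The recovered degrees of freedom were within 2.966e-05% of the truth in 200 simulated tests.

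Of the 34115 transcripts, 33958 matched one of 16948 genes by RefSeq accession in a gene table of Drosophila melanogaster Release 6 plus ISO1 MT, and 157 did not. That table gave names, chromosome arms, gene lengths and gene order. No coordinates are given, because the build the authors used is not stated. The transcript structure of Set2 was taken from the Ensembl annotation of BDGP6.54.

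Gene lists were written before the data were examined, except those for salivary gland, digestive enzyme and ribosomal protein genes. Each gene was represented by its transcript with the highest base mean, and 6614 genes with a base mean of at least 10 were tested. The median log2 fold change of a list was given as a percentile among 10000 random lists matched in 20 bins of base mean. The planned camera test was not run, because it needs values per sample. In a second matching, 5 bins of base mean were crossed with 10 bins of gene length. On simulated fold changes, 1% of 100 unshifted lists and 72% of 100 lists shifted by 0.7 exceeded the upper limit of the middle 95% of random lists. The simulated fold changes were independent between genes. Neither they nor the percentiles take account of genes that vary together, which can make a percentile too extreme. A list with fewer than 3 tested genes was not tested.

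The alternatives were the authors' DESeq2 table, an adjusted p-value under 0.01, a 1.5-fold in place of a 2-fold size criterion, and adjustment over transcripts with a base mean of at least 10 or above 0. Calling 1 transcript per gene, calls shared by both tables, and lists over all transcripts were added after the data were seen. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.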

Results

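The study asked which transcripts change in the larval nervous system when dSET2 is depleted from neurons by RNAi. The labels give 3 control and 3 knockdown samples of 15 larval central nervous systems each. Both tables of the authors' comparison list 34115 transcripts, of which 15342 had a base mean above 0 and 18773 had a base mean of 0. The base means summed to 9624228 normalized counts per library on average, and alphaTub84B held the highest share, 3.49%. Depth per labelled sample could not be read from the tables.

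The number of libraries behind the tables was measured from the lowest base means. Values up to 0.5 were whole-number sums of 4 steps, of 0.169, 0.225, 0.277 and 0.356 normalized counts, each the value of 1 read in 1 library. The libraries with these steps are called A, B, C and D in that order, and their size factors were 1.48, 1.11, 0.902 and 0.701. The labels therefore describe 2 more libraries than the steps account for. Samples summed before the comparison would share a step, so a library here need not be a single labelled sample. With 4 steps, 100% of the 9921 transcripts with a base mean above 0 and up to 30 had exactly 1 set of whole reads. Of 1000 base means shifted at random by a small amount, 0.3% had any. Decoded reads summed to 65906 in library A, 60897 in B, 48823 in C and 31909 in D.

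**Figure D1:**
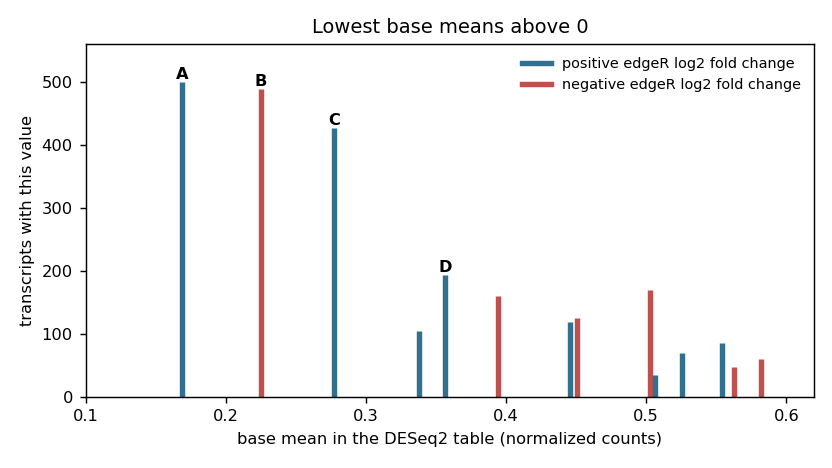
Number of transcripts at each of the lowest base means above 0 (x axis, normalized counts), coloured by the sign of the log2 fold change in the authors' deposited table of edgeR results. The single-read values are marked A (499 transcripts), B (489), C (427) and D (194), and of these the transcripts of B are negative and those of A, C and D positive.

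The sign of the fold change was read from transcripts with a single read. All single-read transcripts of libraries A, C and D had a positive fold change in both tables, and all of library B had a negative one. In the authors' deposited table of edgeR results the median for a single read was 1.86 in A, 1.92 in C, 1.93 in D and -3.10 in B. In the authors' deposited table of DESeq2 results it was 0.0566 in each of A, C and D and -0.134 in B. The DESeq2 values for the same single reads were thus much smaller in size. A positive value thus means a higher level on the side of the 3 libraries A, C and D, and a negative value a higher level in the 1 library B. The denominator degrees of freedom recovered from 1113 F statistics of the authors' deposited table had a minimum of 2 and a median of 68229.4. A comparison of 4 libraries in 2 groups leaves 2 residual degrees of freedom, and 6 libraries leave 4. The tables do not state which side is the knockdown, so directions are given by side throughout. The difference had no replicate check on the side of library B.

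The RNAi target was examined first. Set2 has 2 transcripts in the tables, and 97.2% of its 7583 annotated exonic bases lie in both, which leaves 211 bases that belong to 1 transcript. The authors' deposited table lists NM_001169269 at a base mean of 0. The other transcript, NM_132660, had a base mean of 15.6 in the authors' deposited table. Its log2 fold change in the authors' deposited table of edgeR results was -1.65, with an unadjusted p-value of 0.0388 and a false discovery rate of 1. In the authors' deposited table of DESeq2 results it was -0.85 with a standard error of 0.657 and an adjusted p-value of 0.9999. Set2 was therefore not past the threshold in either table.

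The base mean of NM_132660 decoded to 67 reads. Library A held 10 reads, a normalized count of 6.75 (95% interval 3.24 to 12.4). Library B held 36 reads, a normalized count of 32.4 (22.7 to 44.9), and library C held 21 reads, a normalized count of 23.3 (14.4 to 35.6). Library D held 0 reads, with an upper limit of 5.26 and a floor of 4.28. Libraries B and C did not differ beyond counting error (exact binomial p = 0.234, adjusted 0.234). Library C differed from A (exact p = 0.00119, adjusted 0.00179) and from D (exact p = 6.476e-06, adjusted 1.295e-05), although A, C and D lie on the same side. The remaining exact tests gave adjusted values of 4.347e-06 for A against B, 0.0439 for A against D and 1.686e-07 for B against D. The spread of Set2 among the 3 libraries of one side thus reached the level of the library on the other side.

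**Figure D2:**
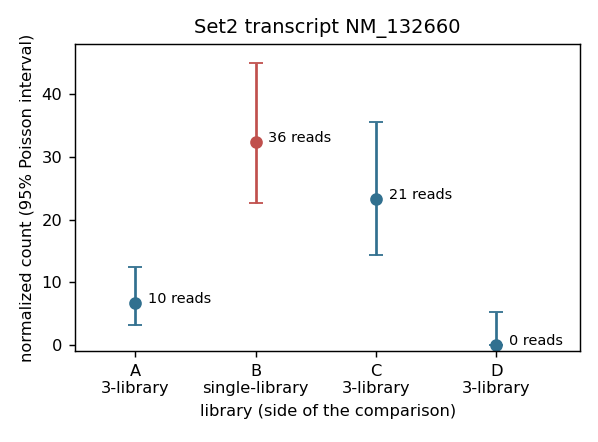
Normalized count of the Set2 transcript NM_132660 in each of the 4 decoded libraries, with exact Poisson intervals at the 95% level and the number of reads beside each point. Library B (36 reads) is the single library on its side, and library C (21 reads) on the other side overlaps it.

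Across all transcripts, 296 from 288 genes had a false discovery rate under 0.05 in the authors' deposited table of edgeR results. Of these, 27 were positive and 269 were negative, and all 296 differed by at least 2-fold. At an unadjusted p-value under 0.05 there were 969 transcripts. The authors' deposited table of DESeq2 results held 208 transcripts from 203 genes, 22 of them positive and the others negative. Both tables shared 192 transcripts, and all 192 had the same sign in both. The alternative that moved the total most was this requirement of a call in both tables. The 104 transcripts called by edgeR alone included 98 with a DESeq2 adjusted p-value of 0.05 or more and 6 without one.

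The sizes of the changes depended on the table. Positive calls had a median log2 fold change of 3.79 in the authors' deposited table of edgeR results, within a range of 1.46 to 7.95, and the same transcripts had a median of 2.17 in the DESeq2 table. Negative calls had a median of -4.55 in the authors' deposited table of edgeR results, within a range of -1.25 to -12.01, against -2.40 in the DESeq2 table. A change beyond 4 log2 units was seen for 157 negative and 12 positive calls. Over the 7180 transcripts with a base mean of at least 10, the median log2 fold change was 0.01 in both tables.

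**Figure D3:**
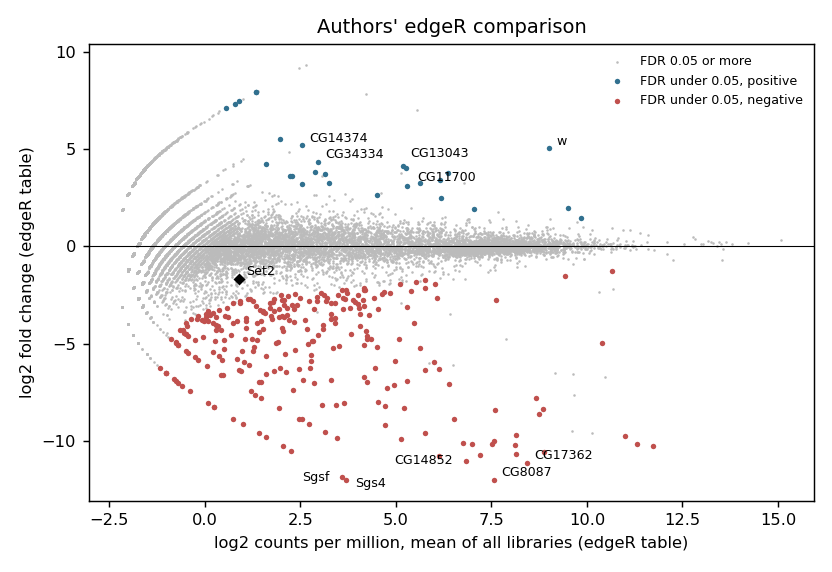
Log2 fold change (y axis) against log2 CPM averaged over libraries (x axis) for each transcript with a base mean above 0 in the authors' deposited table of edgeR results. The 269 negative calls are red, the 27 positive calls blue and other transcripts grey. Some grey points lie as far from 0 as the calls, such as CG13460 at -9.58, and Set2 (diamond) lies among the grey points.

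Among calls with at least 5 CPM, the largest positive changes in the authors' deposited table of edgeR results were those of CG14374 (log2 fold change 5.21, false discovery rate 0.000498), the X-linked gene w (5.05, 2.110e-20), CG34334 (4.36, 0.00136), CG13043 (4.12, 1.580e-05) and CG11700 (4.02, 1.860e-05). The authors' deposited table of DESeq2 results gave 2.70 ± 0.628 (standard error) for CG14374, 4.11 ± 0.485 for w, 2.77 ± 0.598 for CG34334, 3.22 ± 0.517 for CG13043 and 3.41 ± 0.453 for CG11700. The largest negative changes in the authors' deposited table of edgeR results were those of CG8087 (-12.01, 1.100e-111), Sgs4 (-11.99, 1.170e-30), Sgsf (-11.88, 1.060e-29), CG17362 (-11.13, 1.300e-130) and CG14852 (-11.02, 4.290e-90). The authors' deposited table of DESeq2 results gave -3.92 ± 0.648 for CG8087, -6.74 ± 0.589 for Sgs4, -6.64 ± 0.592 for Sgsf, -9.51 ± 0.465 for CG17362 and -8.82 ± 0.504 for CG14852. These 10 transcripts were past the threshold in both tables. Their base means were too high to decode, so whether 1 library of the 3 carried a positive change is not known. For Sgs4 and Sgsf, with base means of 121 and 112, changes of this size leave no room for a whole read in A, C or D. Their edgeR sizes therefore rest on how the fit treats libraries without reads. The groups also differ in the driver itself, and whether w or another change comes from a transgene was not tested.

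Reads per library could be given for the 113 calls with a base mean up to 30. Library B was the highest of the 4 in all 107 negative ones. With B alone on its side, calls of this size nearly require that, so it shows no agreement between libraries. In 66 of the 107, each of the other 3 libraries held 3 reads or fewer. In 4 of the 6 positive ones, over 75% of the normalized reads of libraries A, C and D came from 1 library. LysD, chosen after its values were seen, had 111 reads in A, 0 in B, 1 in C and 6 in D. Its log2 fold change was 7.95 with a false discovery rate of 0.0492 in the authors' deposited table of edgeR results, and 0.37 ± 0.483 with an adjusted p-value of 0.9999 in the authors' deposited table of DESeq2 results.

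The list of neuronal calcium-signalling genes was tested as a group. Of 40 entries, 39 matched a gene and 26 had a transcript with a base mean of at least 10. Their median log2 fold change was 0.74, higher than that of 99.99% of random lists matched on expression, whose medians had an SD of 0.149. Of the 26 genes, 24 were positive. In the DESeq2 table the median was 0.53. No gene of the list was past the threshold in either table: 6 had an unadjusted edgeR p-value under 0.05, and the smallest p-value adjusted over the list alone was 0.142. Of the 39 genes, 37 have 2 or more transcripts in the tables, and the share of their bases common to all transcripts was not measured.

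**Figure D4:**
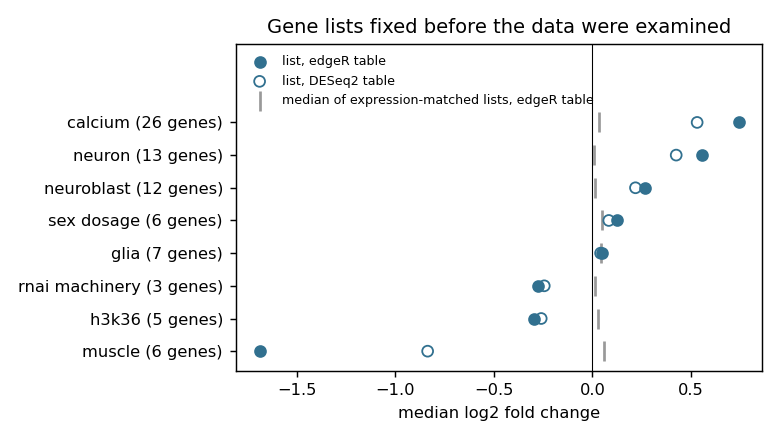
Median log2 fold change of each gene list written before the data were examined, in the edgeR table (filled) and the DESeq2 table (open), with the median of expression-matched random lists (grey bars). The calcium-signalling and neuron lists are the highest, at 0.74 and 0.55, and the muscle list the lowest, at -1.69, in the edgeR table.

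In all, 10 sets of genes were compared with random lists, the X-linked genes included. The median of the neuron list (13 genes) was 0.55, at percentile 99.8, and 13 of 13 genes were positive. The glia list (7 genes) had a median of 0.05 at percentile 51.1 and the neuroblast list (12 genes) one of 0.27 at percentile 89.8. The muscle list (6 genes) had a median of -1.69 at percentile 0.07. The lists of H3K36 factors (5 genes, percentile 8.18), RNAi machinery (3 genes, percentile 16.2) and sex and dosage genes (6 genes, percentile 59.1) lay within the middle 95% of random lists. The fat body list had 2 genes with enough signal and was not tested.

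X-linked genes were compared with autosomal genes because the driver is on the X chromosome. The median log2 fold change of 1096 X-linked genes was 0.09 and that of 5492 autosomal genes 0.01, a difference of 0.08, or 0.07 in the DESeq2 table. The X-linked median was higher than that of 99.99% of expression-matched lists, whose medians had an SD of 0.0138.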

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

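The results were computed under 64 combinations of result and alternative setting, and 56 kept their direction and stayed on their side of the threshold or within the limits set for a value or count. The other 8 are given here, and the cause was not tested for any of them. None reversed. Positive calls numbered 16 at an adjusted p-value under 0.01 and 41 with adjustment over transcripts with a base mean of at least 10. Calls shared by both tables, an alternative chosen after the data were seen, numbered 192 transcripts, 17 positive and 175 negative, and all 192 passed the 2-fold criterion. That requirement can only lower the counts. In the DESeq2 table the calcium-signalling median was 0.53 and the difference between X-linked and autosomal genes 0.0678. The calcium-signalling list lay at percentile 99.99 of expression-matched lists in both tables, so its median moved and its rank did not.

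The positive share of the calls was 9.12% in the edgeR table and ran from 6.81% to 13.5% over the alternatives. The adjusted p-value of Set2 was at least 0.488 under each alternative that gave one. A change of the transcripts adjusted over leaves the fold change of Set2 and of the 10 other named transcripts as it was, and bears only on their adjusted p-values.

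No paired analysis was possible because the deposited tables hold no values per sample. For the same reason the replicate block, the fits that leave out a sample, the other normalizations, the pseudocounts, the limma options, the likelihood-ratio test and the estimated inter-gene correlation were not run, and other splits of the samples were not counted. Transcripts above base mean 30 have no reads per library here, which limits any statement on the spread of the larger calls.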

Other observations

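All tests in this part were chosen after the patterns they bear on were seen, and only the tests of further digestive enzyme transcripts and of gene length were chosen before the values they measure were known. The libraries A, B, C and D carry no labels, and each value below describes a library and not a condition.

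The labels give 6 samples, and 2 explanations for the smaller number of steps in the base mean were weighed. Had 6 libraries entered the DESeq2 table separately, 6 single-read steps would be needed, and 4 were found. Samples summed before the comparison would share a step, and that possibility was not tested. A block for replicate over 6 libraries would also leave 2 residual degrees of freedom, but it would leave 6 steps in the base mean, whereas 4 steps decoded 100% of the transcripts up to base mean 30. The median of the recovered denominator degrees of freedom, 68229.4, lies next to 68230, which is the number of transcripts times 2. That product is the upper limit edgeR sets when there are 2 residual degrees of freedom. Which samples entered the tables, and whether others were left out or summed, is not known. No biological explanation was tested.

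The sign of Set2 was considered as a guide to the direction of the comparison. Library B, alone on its side, held the highest normalized count, which would be consistent with B as the control side. The exact binomial p of 0.234 between B and library C, on the other side, leaves that open, and so does the small number of reads. The direction cannot be told from Set2 in these tables. No other gene was weighed as a guide to it.

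Negative calls outnumbered positive ones, 269 to 27. Depth was weighed first. The size factor of library B, 1.11, lies between the 0.701 and 1.48 of the other libraries, so B is not an extreme in depth. The layout of the comparison was not weighed. Only A, C and D give a spread within a side, so a high value in B alone never adds to the spread. A high value in A, C or D alone does add to it. How far this accounts for the imbalance was not tested. A list of genes named for the salivary gland or its glue had 16 tested members, of which 15 were negative, and a median log2 fold change of -9.13. The list was written after such genes were seen among the calls, so salivary gland RNA in library B is a candidate explanation that these data cannot separate from a change within the nervous system. The muscle list, written before the data were examined, lay at percentile 0.07 of expression-matched lists, as muscle RNA in B would give. Fewer than 10 denominator degrees of freedom were recovered for 12 transcripts, all of them negative, with log2 fold changes from -2.33 for Mlc2 to -10.15 for CG12310 in the authors' deposited table of edgeR results. They include Lsp1gamma (-6.73), Lsp1alpha (-6.51), PPO1 (-6.56) and CG13460 (-9.58) in the authors' deposited table of edgeR results. The authors' deposited table of DESeq2 results gave -1.63, -1.99, -1.24 and -3.27 in the same order. Of the members named, CG12310 was a call in the edgeR table, and Mlc2, Lsp1gamma, Lsp1alpha, PPO1 and CG13460 were not. In the DESeq2 table CG12310, Lsp1alpha and CG13460 were calls. The set of 12 therefore says little about the 269 negative calls. Low denominator degrees of freedom point to a spread among A, C and D for these 12 transcripts, which are not limited to muscle genes. Their negative fold changes still mean a higher level in B. Their base means were too high to decode, so how far each rests on B is not known. With 1 library on the side of B, tissue carried over at dissection cannot be told apart from an effect of genotype.

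The 211 genes of negative calls with a base mean of at least 10 included 40 pairs of immediate neighbours among the tested genes. Random lists matched on expression held a median of 7 pairs and at most 19, so the chance order of genes along the chromosomes does not account for the number. Reads shared between similar neighbouring copies were not examined, and genes of one tissue that lie together could give the same pattern.

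Library A held most reads of LysD, LysE and epsilonTry, 3 genes of digestive enzymes. Among 18 other digestive enzyme transcripts with at least 5 reads, A had the highest normalized count in 10, against 1 for B, 3 for C and 4 for D. Over all 6136 decoded transcripts with at least 5 reads, A was the highest in 15.8%. Summed normalized counts were 246 in A, 42.3 in B, 72.1 in C and 82.7 in D. This is consistent with gut RNA in library A as a hypothesis, and it bears on the positive calls that rest on A.

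The calcium-signalling list and the neuron list shifted the same way. The neuron list lay at percentile 99.8 of expression-matched lists, so a larger share of neuronal RNA in A, C and D could give the calcium-signalling shift as well. Gene length was weighed too, since the 26 genes have a median length of 20772 bases against 2504 for all tested genes. Lists matched on both expression and length had a median log2 fold change of 0.21, and the calcium-signalling list stayed at percentile 99.95 of them, so length accounts for only part of the shift. The neuron list, with a median length of 14668 bases, moved to percentile 98.6 under the same matching, where the matched lists had a median of 0.12. The shift cannot be told apart from a difference in neuronal share.

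The higher median of X-linked genes stayed at percentile 99.96 of lists matched on expression and gene length. Sex composition was weighed through roX2, an RNA of male flies. Its normalized count was 15.3 in B, within the range of 10.1 in A to 28.5 in D. The reads of roX1 were 19 in A, 3 in B, 13 in C and 18 in D, so the pair does not give one answer, and a difference in the share of males could not be excluded.

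Transcripts of genes with more than 1 transcript were more often at 0. Transcripts at a base mean of 0 made up 22.2% of those from genes with 1 transcript and 68.0% of those from genes with 2 or more. Ribosomal protein genes with 1 transcript (23 genes) had a median total base mean of 70111 and those with 2 or more (69 genes) one of 28.1, a ratio of 2491. This is consistent with counting that left out reads shared between transcripts of a gene. Totals were compared for ribosomal protein genes only, and other genes with 2 or more transcripts can be high, as elav is with a base mean of 2614 for NM_001258518 in the authors' deposited table. For Set2, whose transcripts share most bases, many reads may be missing from the tables.

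CG34284 and CG31272 had similar reads and different DESeq2 values. CG34284 had 6 reads in A, 87 in B, 0 in C and 0 in D, and its log2 fold change was -5.39 in the authors' deposited table of edgeR results and -0.59 in the authors' deposited table of DESeq2 results. CG31272 had 2, 86, 0 and 4 reads in the same order, and its log2 fold change was -5.17 in the authors' deposited table of edgeR results and -3.04 in the authors' deposited table of DESeq2 results. The totals of 93 and 92 reads rule out a difference in depth between these transcripts as the reason. Outside B, the reads of CG34284 lay in A alone and those of CG31272 in A and D. The standard errors in the authors' deposited table of DESeq2 results were 0.399 and 0.652. The transcripts thus differ in their spread among A, C and D, which was not tested as the cause.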
